# Comparative analyses of six solanaceous transcriptomes reveal a high degree of sequence conservation and species-specific transcripts

**DOI:** 10.1186/1471-2164-6-124

**Published:** 2005-09-14

**Authors:** Willem Albert Rensink, Yuandan Lee, Jia Liu, Stacy Iobst, Shu Ouyang, C Robin Buell

## Abstract

**Background:**

The Solanaceae is a family of closely related species with diverse phenotypes that have been exploited for agronomic purposes. Previous studies involving a small number of genes suggested sequence conservation across the Solanaceae. The availability of large collections of Expressed Sequence Tags (ESTs) for the Solanaceae now provides the opportunity to assess sequence conservation and divergence on a genomic scale.

**Results:**

All available ESTs and Expressed Transcripts (ETs), 449,224 sequences for six Solanaceae species (potato, tomato, pepper, petunia, tobacco and *Nicotiana benthamiana*), were clustered and assembled into gene indices. Examination of gene ontologies revealed that the transcripts within the gene indices encode a similar suite of biological processes. Although the ESTs and ETs were derived from a variety of tissues, 55–81% of the sequences had significant similarity at the nucleotide level with sequences among the six species. Putative orthologs could be identified for 28–58% of the sequences. This high degree of sequence conservation was supported by expression profiling using heterologous hybridizations to potato cDNA arrays that showed similar expression patterns in mature leaves for all six solanaceous species. 16–19% of the transcripts within the six Solanaceae gene indices did not have matches among Solanaceae, Arabidopsis, rice or 21 other plant gene indices.

**Conclusion:**

Results from this genome scale analysis confirmed a high level of sequence conservation at the nucleotide level of the coding sequence among Solanaceae. Additionally, the results indicated that part of the Solanaceae transcriptome is likely to be unique for each species.

## Background

The Solanaceae family encompasses a number of species of agronomic and ornamental importance. With regards to cultivation for food consumption, in 2003, potato was the world's fifth largest crop in world-wide production acreage and the solanaceous vegetables tomato, eggplant, and pepper ranked 11th, 19th, and 22nd, respectively [1]. Species grown for ornamental purposes include petunia and *Nicotiana *species. While not consumed for food, these horticultural species are a substantial component of the US agronomic economy. For example, petunia represents greater than $148M output per year in the US [2]. Tobacco represents another crop of significant economical importance with $1.6B in crop value in 2003 [3]. A close relative of tobacco, *Nicotiana benthamiana*, has been utilized as an experimental model for viral research and disease resistance studies. Coupled with the robust ability of virus induced gene silencing to silence transcripts [4], *N. benthamiana *has emerged as a model species for disease resistance research.

The Solanaceae have been bred and developed for a variety of purposes. Potato has been bred for tubers (modified stems) while tomato, pepper, and eggplant have been bred for enhanced fruit production. Likewise, petunia has been bred and selected for floral phenotypes while tobacco has been bred for leaf size. While these modern varieties are accentuated for particular morphological features, these species share common taxonomic features of the Solanaceae such as alternate leaves, flower parts in five, and fruit as a berry or capsule. Compared with other plant families such as the Poaceae, the range of genome sizes of solanaceous species is fairly narrow, ranging from 900 to 4600 Mb per haploid genome [5]. Early studies of the Solanaceae genome revealed conservation of gene content among potato, tomato, tobacco, petunia, and eggplant. These studies employed relatively small scale cross-hybridization studies using cDNA and random genomic DNA clones [6] in which a set of 20 tomato cDNA clones were hybridized with a panel of solanceous species including *Lycopersicon*, *Solanum*, *Datura*, *Petunia*, and *Nicotiana*. For the cDNA clones, there was strong hybridization across the Solanaceae; however, with the genomic clones (50 in total), there was a reduced degree of cross-hybridization with the non-*Lycopersicon *species. These data suggested conservation among the coding sequences while the non-coding sequences had undergone substantial divergence.

Conserved gene content prompts the question of conserved gene order, i.e. synteny across the Solanaceae. A number of solanaceous species have a base chromosome number of 12 including the main vegetable crop species potato, tomato, pepper and eggplant. Using markers developed from tomato, a strong degree of co-linearity between potato and tomato has been demonstrated with the differences attributable to paracentric inversions occurring between these two species [7,8]. Using the same approach in pepper, 18 homologous linkage blocks between tomato and pepper could be identified [9]. In eggplant, tomato markers yet again revealed syntenic regions among tomato and eggplant [10]. While these synteny studies utilized anonymous DNA clones as markers, comparative mapping of phenotypes such as fruit morphology [11], pigmentation [12] and disease resistance [13] revealed syntenous mapping of these traits across the Solanaceae.

These early studies relied heavily on cDNA and random genomic clones. The advent of high throughput sequencing projects such as Expressed Sequence Tags (ESTs) [14] has resulted in the generation of hundreds of thousands of sequences for solanaeous species. For this study, a total of 441,154 ESTs were collected from the public database (dbEST) representing the solanaceous species tomato (162,621), potato (189,864), pepper (29,894), tobacco (26,497), and *N. benthamiana *(26,918). The available solanaceous ESTs, along with Expressed Transcripts (ETs), available in Genbank, can be clustered into gene indices [15] that represent a non-redundant set of transcripts and facilitate analysis of redundant EST collections. Using potato and tomato gene indices, a comparative analysis of tomato and potato ESTs revealed that approximately 80% of the potato ESTs had a significant sequence match with a tomato EST at the nucleotide level (E value cutoff of 10^-10^) [16].

In this study, we report the construction and comparative analyses of gene indices for six solanaceous species (tomato, potato, tobacco, pepper, petunia and *N. benthamiana*). These gene indices represent a total of 116,207 non-redundant sequences which we have utilized to assess sequence conservation among the Solanaceae on a genomic scale. We significantly extended previous studies on sequence similarity and conservation among these species as well as documented more thoroughly the characteristics of the coding portion of the Solanaceae genome. Using computational methods, we have identified putative orthologs among these species and generated a phylogenetic tree to ascertain the relationship and sequence divergence among these species. In addition to these computational approaches, we assessed the similarity of expression profiles in mature leaves to experimentally validate the sequence conservation of these species using heterologous hybridization to potato cDNA microarrays. The comparison of the solanaceous transcripts to the predicted proteomes of the near-complete genome sequences of Arabidopsis, rice, as well as to 21 other plant gene indices resulted in the identification of solanaceous transcripts without putative homologs, suggesting that a portion of these transcripts have a high likelihood of being unique to the Solanaceae. These analyses provide insight into the overall sequence conservation among eudicots (Arabidopsis and Solanaceae) as well as between the Solanaceae and the monocots (i.e., rice).

## Results

### Assembly of sequences into gene indices for potato, tomato, petunia, tobacco, pepper, and *N. benthamina*

A total of 446,248 sequences for six different Solanaceae family members were retrieved from Genbank, including dbEST. All sequences were derived from multiple libraries. The differences in relative expression levels of the various transcripts will result in a large number of redundant transcripts within these libraries. In order to analyze the transcriptome on the single transcript level, all sequences for each species were assembled into a gene index resulting in a total of 116,207 unique sequences over all six species. Abundant sequences could be assembled into longer, more accurate consensus transcripts termed tentative consensus (TC) sequences. Less abundant or lowly expressed transcripts could not be assembled into larger contigs resulting in singletons in the assemblies, termed singleton ESTs or singleton ETs. A summary of the composition of each gene index is shown in Table 1. The potato gene index contained the highest number of EST and ET sequences (190,851) and petunia the lowest number (8,690). For these species, the number of singleton sequences remaining after assembly is an indication of the level of sequencing and the diversity of the libraries selected for sequencing. Potato (44%), tomato (48%), and *N. benthamiana *(49%) have the lowest number of singleton sequences indicating a better coverage of the respective transcriptome when compared to the higher number of singletons in tobacco (82%), pepper (67%), and petunia (64%). Additional EST sequencing may reduce the number of singletons as it will allow for collapsing of singletons into contigs with increased coverage and representation of the transcriptome.

**Table 1:** Summary of gene indices of potato, tomato, pepper, tobacco, *Nicotiana benthamiana *and petunia. EST: expressed sequence tag; ET: expressed transcript; TC: tentative consensus; sEST: singleton EST; sET: singleton ET. TCs are the assembled clusters of redundant and overlapping EST and ET sequences. The total unique sequences for each gene index are created by combining the TCs, sETs, and sESTs.

	Total EST	Total ET	TC	sEST	sET	Total Unique Sequences	Average length
Potato	189864	987	21063	17077	99	38239	796
Tomato	162621	1587	16268	15392	178	31838	690
Pepper	29894	259	4172	8788	43	13003	542
*N. benthamiana*	26918	76	3799	3707	48	7554	536
Petunia	8336	354	1416	2883	167	4466	908
Tobacco	26497	1831	3023	17385	699	21107	571

### Assessment of the transcript sampling

The sequences used for the construction of the gene indices were generated from various diverse libraries that cover different treatments and stages of development (Table 2). The tissue sources used for library construction and sequencing largely reflected the various agronomic usages and research foci of the different Solanaceae species. For petunia and tomato, most of the sequences were generated from flower libraries as well as fruit libraries, reflecting the research interests in flower and fruit development for petunia and tomato. In contrast, for potato a large number of sequences were generated from stolons and tubers (Table 2). From all species, sequences from leaves were available, in some instances challenged with various stressors. As described below, 76–78% of the potato and tomato sequences have significant matches with each other although the sources of the libraries were very different, i.e. flower and fruit vs. tuber and stolon. For the *Nicotiana *species, tobacco and *N. benthamiana*, most sequences were generated from mixed tissue or callus libraries. This resulted in higher unique transcript discovery rates as judged from the ratio of the total number of sequences versus the number of unique sequences (Table 1). It should be noted that seed libraries, which may contain additional distinct transcripts, were not used for the sequencing in any of the six species examined in this study.

**Table 2:** Tissue representation of EST sequences among the gene indices. For each species, the origin of the library was determined and the total number of sequences from each source calculated. a. For the potato ESTs, 62,931 of the Mixed/Other ESTs were derived from a series of stolon and tuber cDNA libraries. b. For the *N. benthamiana *ESTs, 18,817 of the Mixed/Other ESTs were derived from a single cDNA library constructed by pooling mRNA from abiotic and biotic stressed leaves, roots, and callus.

	Leaf	Root	Flower	Fruit	Callus/Susp. Culture	Mixed/Other	NA	Total
Potato	26874	15634	5282	0	22040	119735^a^	299	189864
Tomato	20724	15000	45684	31684	22187	27178	164	162621
Pepper	5639	5165	3436	15640	0	0	14	29894
*N. benthamiana*	8099	0	0	0	0	18817^b^	2	26918
Petunia	72	0	6618	1646	0	0	0	8336
Tobacco	561	9	218	0	19578	5924	207	26497

### Analysis of the GC content of Solanaceae gene indices

We analyzed the GC content (ratio of guanine and cytosine) of all of the sequences. It has been shown that Poaceae have GC rich genomes and the transcripts cover a broad range of GC content, whereas eudicot genomes have a lower GC content and transcripts have narrow symmetrical distribution of GC content [17]. The GC content range of the transcripts of the gene indices of the six Solanaceae species was determined (Figure 1). To provide a reference, the GC content range of the Arabidopsis (eudicot) and rice (monocot) gene indices was determined as well. The observed GC content of the Solanaceae gene indices is very similar and in accordance with Arabidopsis. All have a very symmetrical distribution. The average GC content for the majority of transcripts ranges from 40–45%, which is similar to what has been reported previously [18]. The only exception to this distribution were the tobacco transcripts which showed a slightly different profile with an overall lower GC content, in contrast to that previously reported [18] and other Solanaceae species examined in this study.

**Figure 1:**
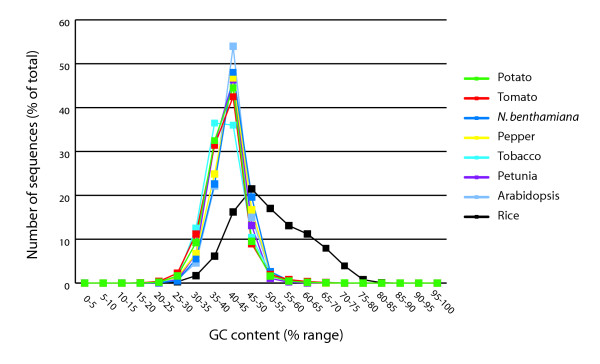
**Analysis of the GC content of the six Solanaceae gene indices, Arabidopsis, and rice. **The average GC content range was calculated for each transcript for the Solanaceae gene indices as well as Arabidopsis and rice.

### Functional annotation of the gene indices

Automated annotation of the gene indices was performed as part of the assembly pipeline. In addition, Gene Ontology (GO) terms which provide a more global representation of the gene functions in a controlled vocabulary [19] were assigned to the consensus transcripts of the gene indices. The functional annotations of GO were further reduced using GO-Slim terms, which provide a more accurate GO assignment by assigning a higher level annotation in the GO hierarchy. The GO slim assignments for the six Solanaceae gene indices are shown in Figure 2. A total of 51,830 sequences within the six Solanaceae gene indices were assigned GO-Slim terms. The largest functional categories were catalytic activity (14–17%), hydrolase activity (11–14%) and transferase (11–12%). Overall, the relative composition of the sampled transcriptome over the various functional categories was very similar among the Solanaceae species. In addition, for every species, representative clones could be annotated to every functional GOSlim category, further supporting the representative coverage of the transcriptome throughout all six species. These data indicate that, although the number of sequences and cDNA library sources differ between the six gene indices, the relative functional composition of the transcripts sampled is very similar, further validating the genomic scale comparisons of this study.

**Figure 2:**
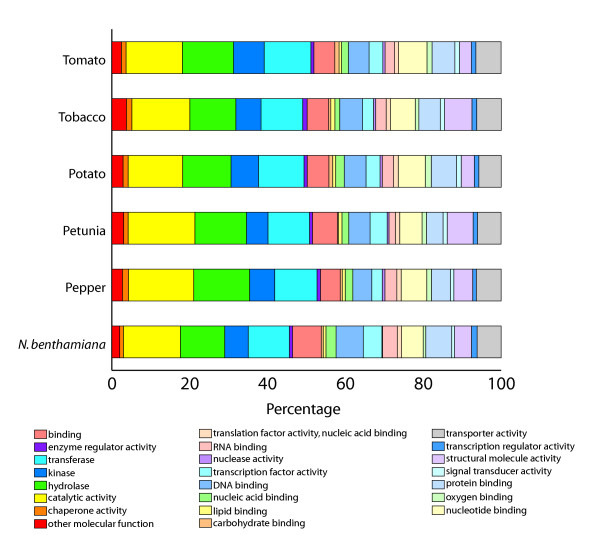
**Assignment of Gene Ontology terms to the Solanaceae gene indices. **Plant GOSlim terms were assigned to the six Solanaceae gene indices in the categories indicated.

### Sequence conservation among six Solanaceae species

Previous reports of sequence conservation within the Solanaceae were based on a relatively small number of genes [6]. The availability of six gene indices allowed for the first genomic scale comparisons of sequence similarity between multiple solanaceous species. Pair-wise sequence comparisons of all gene indices were performed using BLASTN [20] and an E value cutoff of 10^-10 ^was used as a minimum cutoff for significant sequence similarity at the nucleotide level. The results are shown in Figure 3. The number of similar sequences between different gene indices is dependent on the number of sequences available, the depth of sequencing from the various libraries, and the tissue diversity represented in the EST collections. For example, comparison of tomato and potato, the largest gene indices, revealed that 76–78% of the sequences had a match in the respective gene index. For the smaller gene indices, such as *N. benthamiana*, 81% of the sequences had matches in potato, whereas the reciprocal comparison revealed only 29% similar sequences which can be attributed to the lower number of sequences present in the *N. benthamiana *gene index. As expected, increasing the stringency (E value 10^-25^) resulted in a lower percentage of matches (data not shown). The similarities at the nucleotide level were paralleled at the protein level as revealed by TBLASTX searches (data not shown).

**Figure 3:**
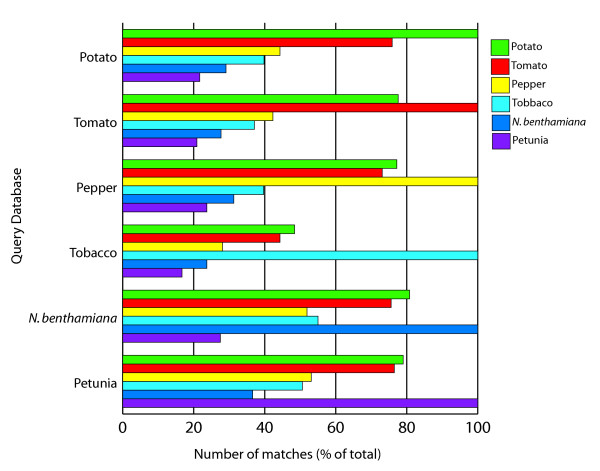
**Percentage of BLASTN matches among Solanaceae gene indices**. Each gene index (query database) was searched against each Solanaceae gene index (color bars). A BLAST score E value cutoff of 10^-10 ^was used for significant sequence matches. Shown is the percentage of transcripts in each Solanaceae gene index.

Sequence comparisons of the Solanaceae species were further refined by the identification of putative orthologs at the nucleotide level among the Solanaceae gene indices. Orthologs are defined as genes with a common ancestor before speciation and which have retained their biological function. The approach we used to identify orthologs [21] utilizes a reciprocal best hit method and was applied to the six Solanaceae gene indices (Table 3). For potato and tomato, the percentage of sequences (39–47%) for which putative orthologs could be identified was lower than the percentage of sequences with significant matches (76–78%), indicating that the identification of orthologs is a more stringent approach for the identification of transcripts with a conserved function. Overall, with the exception of tobacco, 47–60% of the sequences had a reciprocal best match within one of the Solanaceae gene indices and could be classified as a putative ortholog. The clusters of orthologous genes are available in supplemental Table 1 [see Additional file 1].

**Table 3:** Identification of orthologs among solanaceous species. Number and percentages of reciprocal best hit pairs determined by BLAST searches (E value cutoff 10^-10^) were listed and the percentages of the total unique sequences of the species (first column) were calculated.

	Total	*N. benthamiana*	Pepper	Petunia	Potato	Tobacco	Tomato
*N. benthamiana*	7554		2275 (30%)	1050 (14%)	3738 (49%)	2372 (31%)	3520 (47%)
Pepper	13003	2275 (17%)		1688 (13%)	7061 (54%)	3273 (25%)	6762 (52%)
Petunia	4466	1050 (24%)	1688 (38%)		2689 (60%)	1618 (36%)	2591 (58%)
Potato	38239	3738 (10%)	7061 (18%)	2689 (7%)		6337 (17%)	14911 (39%)
Tobacco	21107	4120 (20%)	3273 (16%)	1618 (8%)	6337 (30%)		5869 (28%)
Tomato	31838	3520 (11%)	6762 (21%)	2591 (8%)	14911 (47%)	5859 (18%)	

Arabidopsis and rice were included to identify orthologs among the six Solanaceae species, rice, and Arabidopsis. Due to the higher sequence divergence of these two species, a lower number of orthologs can be expected, however, a total of 308 transcripts could be identified with reciprocal matches over all eight species. A phylogenetic tree was constructed based on the sequence alignment of the concatenated sequences from these 308 transcripts (see Figure 4). As these 308 transcripts are expected to be functionally conserved, their sequence divergence was used to assess the overall sequence divergence between the six Solanaceae species, Arabidopsis, and rice (Figure 4). Potato and tomato, as well as tobacco and *N. benthamiana *(both *Nicotiana *species), form closely related groups in the tree. Both petunia and the *Nicotiana *species are outliers among the Solanaceae, whereas pepper is more closely related to tomato and potato. As expected, Arabidopsis and rice form the outliers in the tree. These results further illustrate the process of sequence divergence during speciation of the Solanaceae.

**Figure 4:**
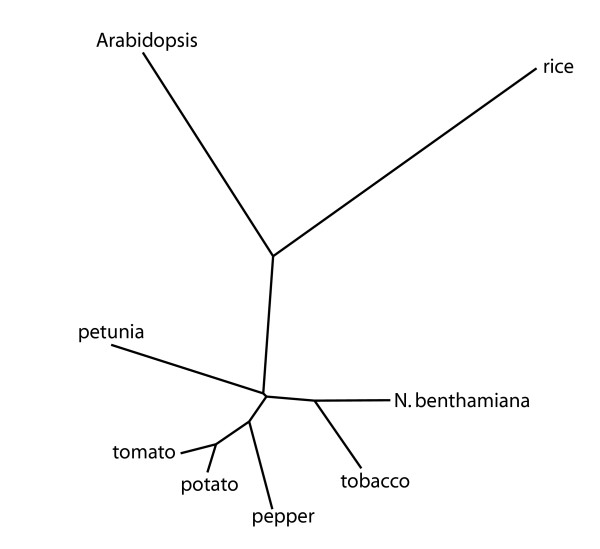
**Sequence divergence among solanaceous species. **Orthologous genes (308) were identified among all eight species indicated. The phylogenetic tree was constructed using the neighbor joining method of the PHYLIP package.

### Identification of transcripts likely unique to Solanaceae

Sequence information generated for a large number of plant species is primarily available in the form of EST collections while for Arabidopsis [22] and rice [23-25], near-complete genome sequences are available. To identify transcripts likely to be unique to the Solanaceae, the solanaceous transcripts were compared to 21 other gene indices as well as the predicted proteomes of rice and Arabidopsis to provide a representative sampling of plant genes. Like the Solanaceae, Arabidopsis is a eudicot whereas rice is a monocot. The Arabidopsis genome has been re-annotated since its completion [26] and the refinement of the annotation of rice is an ongoing process [27]. It is unlikely that a substantial number of novel new genes will be identified in either of these two species with the continuing annotation efforts, therefore comparison to these genomes is indicative of the number of Solanaceae transcripts not present in these two model species. From the comparison to the proteomes of Arabidopsis and rice (Figure 5), it appeared that there are a number of potentially novel or highly diverged transcripts among the Solanaceae family compared to Arabidopsis and rice. The percentage of sequences from potato, tomato, tobacco, *N. benthamiana *and petunia with significant matches (BLASTX using an E value cutoff of 10^-5^) in Arabidopsis varied between 70% (potato) and 79% (*N. benthamiana*). For rice, the percentages were slightly lower, between 67% (potato) and 78% (*N. benthamiana*), consistent with the eudicot nature of the Solanaceae. The sole exception to this high degree of conservation with these two model species is tobacco with only 42% of the tobacco gene index sequences matching an Arabidopsis protein and 41% matching a rice protein. As indicated in Figure 1, tobacco also has also a lower percentage of homologous sequences among other Solanaceae species examined in this study indicating the presence of unusual sequences within the available tobacco ESTs and ETs.

**Figure 5:**
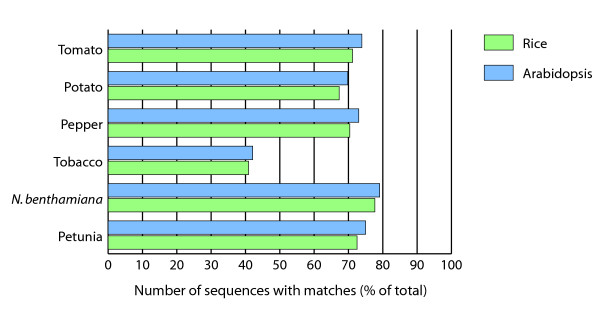
**Comparison of the six Solanaceae gene indices to Arabidopsis (blue) and rice (green). **Shown is the percentage of sequences of the Solanaceae gene indices with matches, BLAST score E value cut-off of 10^-5 ^in Arabidopsis and rice

To further identify transcripts likely to be unique to the Solanaceae, all transcripts with no sequence similarity to Arabidopsis or rice were searched against 21 plant gene indices [28]. From the initial 116,207 transcripts, a total of 29,588 transcripts did not have any significant matches in Arabidopsis, rice, or the other 21 gene indices (see Table 4). With the exception of tobacco, the number of Solanaceae unique transcripts ranged between 15% for *N. benthamiana *and 22% for potato. The large number of transcripts without matches in these other plant species suggests that the Solanaceae contains unique sequences although this number may decrease as additional plant sequences become available in the future and more comparative analyses are performed. Overall the average length of these transcript assemblies was comparable to the overall average transcript assembly length; 420 bases compared to 531 bases for the singleton sequences, which were highly enriched in the Solanaceae-specific sequence data set. Transcripts with no matches in any of the 23 plant species or among Solanaceae are available in supplemental Table 2 [see Additional file 3].

**Table 4:** Identification of Solanaceae specific transcripts. Number of transcripts identified in the Solanaceae gene indices with no matches in Arabidopsis, rice or any of the 21 plant gene indices; * including Arabidopsis and rice.

	Total	Transcripts with no matches in Arabidopsis or rice	Transcripts with no matches in plant Gene Indices *
Potato	38239	10951 (29%)	8465 (22%)
Tomato	31838	7756 (24%)	6209 (20%)
Pepper	13003	3287 (25%)	2699 (21%)
Tobacco	21107	11671 (55%)	10251 (49%)
Petunia	4466	1064 (24%)	855 (19%)
*N. benthamiana*	7554	1481 (20%)	1109 (15%)

Next, we determined the number of transcripts unique to each of the six Solanaceae gene indices. Using TBLASTX, two different BLAST score cut-off E values were used to identify transcripts with no significant sequence homology within the Solanaceae. Using an E value cut-off of 10^-5^, 26% of the transcripts in any of the six Solanaceae gene indices had no match among the Solanaceae gene indices; using the more stringent E value cut-off of 10^-10^, 21% of the sequences had no match (see Table 5). Of these transcripts, 19% (E value cut-off of 10^-5^) or 16% (E value cut-off of 10^-10^) also did not have significant sequence homology in Arabidopsis, rice, or any of the 21 other plant gene indices; thus, these transcripts appear unique to each of the six Solanaceae gene indices based on these comparisons. The largest number of unique transcripts (38%) was found in tobacco in contrast to the 8–13% unique transcripts found in the other five solanaceous gene indices. These results indicate that in addition to a large number of conserved sequences among the Solanaceae, each species contained a subset of sequences likely to be unique to each species. As these transcripts also did not have significant homology to 21 other plant species for which sequence data is available, it is unlikely this can be attributed to differences in transcript sampling or the availability of a relatively low number of total sequences.

**Table 5:** Identification of Solanaceae species-specific transcripts. The left panel shows the number of sequences without matches in any of the Solanaceae gene indices. The right panel shows the number of sequences for each species without matches to Arabidopsis, rice, or any plant gene index, including Solanaceae.

	Unique among Solanaceae gene index		Solanaceae specific Transcripts	
	TBLASTX (10^-5^)	TBLASTX (10^-10^)	TBLASTX (10^-5^)	TBLASTX (10^-10^)
Potato	8878 (23%)	6967 (18%)	5796 (15%)	4825 (13%)
Tomato	6131 (19%)	4796 (15%)	3792 (12%)	3151 (10%)
Pepper	2483 (19%)	1921 (15%)	1865 (14%)	1531 (12%)
Tobacco	10580 (50%)	9131 (43%)	8949 (42%)	8076 (38%)
Petunia	825 (18%)	609 (14%)	631 (14%)	512 (11%)
*N. benthamiana*	1032 (14%)	757 (10%)	740 (10%)	571 (8%)

Total	29929 (26%)	24181 (21%)	21773 (19%)	18666 (16%)

### Expression profiling of solanaceous species

To experimentally validate the level of sequence conservation among the Solanaceae, global expression profiles in mature leaves were compared using microarrays. Potato microarrays containing ~12,000 potato cDNA clones were used to compare global gene expression patterns among the six Solanaceae species. 

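Leaf RNA of tomato, pepper, tobacco, N. benthamiana and petunia was each hybridized on 2 arrays, 10 arrays in all, with potato leaf RNA in the other channel. Plants had been grown at 25°C with 16 h of light for 4 to 6 weeks. The query species was labeled with Cy3 and potato with Cy5 on every array, so no dye was swapped. The sample labels give 1 potato extract for all replicate 1 arrays and another for all replicate 2 arrays. They do not say whether the 2 extracts of a species came from separate plants, so p-values measure only the spread between these samples, which may be technical. The deposited values are log2 ratios of both channels, 1 per spot, made by the authors after removing poor spots, subtracting the local background and quantile normalization. Each of the 32448 spots belonged to 1 of 15360 clone positions printed in duplicate or to 1 of 1728 empty positions, and the empty positions had no value on any array. The 2 spots of a clone were averaged, as in the authors' analyses. The median log2 ratio of an array lay between -0.043 and -0.014.

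The direction of the ratio is not stated in the sources used here. A positive value is likely a brighter signal in potato. This rests on the array titles, which name potato first, and on the differences between another query species and tomato, in which potato and dye cancel. These were skewed to the positive side in all 8 comparisons, weakly so for pepper in replicate 1 (skewness 0.031). All comparisons of a replicate share its tomato array, so they are not independent. The values equal minus log2 of a ratio rounded to 2 decimals, so the largest positive log ratios are coarse, and the highest value is a ratio of 0.01. No value stood at a ratio of exactly 1, against 1218 values at a ratio 0.01 below it and 1214 at 0.01 above it, of 181620 values in all. Why is not known. If spots with equal signal are among the missing values, the numbers of clones with a value and the shares of clones within 2-fold are too low by these spots. A gene symbol was given for 905 clones, with a single symbol for 815 and several for 90, and 14455 clone positions had none. Only clones with a single symbol are named.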

As all probes on the microarray were derived from potato, we first assessed whether the potential sequence divergence of these probes would affect signal intensities. All probes on the potato array were searched against the other five Solanaceae gene indices and grouped based on BLASTN similarity score (5% bins) ranging from <60% to 95–100% sequence identity. Total RNA isolated from mature leaves of tomato, pepper, tobacco, petunia and *N. benthamiana *(query samples) was labeled with Cy3 and hybridized to the potato cDNA microarrays with RNA isolated from mature potato leaves that had been labeled with Cy5 (reference sample). 

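Of the 15360 clone positions on the array, 10954 had a value on at least 1 of the 10 arrays, 7823 had a value on all 10 and 4406 had none on any array. A single array gave a value for 60.4% of the positions in the lowest case (pepper, replicate 1) and 68.0% in the highest (tomato, replicate 1). When only the 10954 clones seen on any array were counted, these shares were 84.7% and 95.3%. Of the 905 clones with a gene symbol, between 83.4% and 92.3% had a value on a given array. The number of arrays limits the precision of these shares. By the authors' criteria a spot was removed when it failed in either channel, so a missing value can come from potato as well as from the query species, and signal intensities of the single channels were not analysed here.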

The sequence similarity between the different Solanaceae species allowed for the detection of transcripts from the various species on the potato microarray for over 80% of the probes on the microarray. Normalized signal intensities were calculated for each element and the median intensity for each group of probes based on the BLASTN similarity score was plotted (Figure 6). Overall, the signal intensity increased for probes with a higher sequence similarity among the Solanaceae species, including potato. If this trend was attributable to the potential sequence divergence of the probes, it would be expected that the trend for potato would be different, as the potato RNA provides a perfect match to the probes on the array. Thus, the potential sequence divergence of the probes was not the limiting factor in reliable detection of expression levels for these heterologous hybridizations. This suggests that more highly conserved genes were expressed at relatively higher levels than more diverged genes because the group of probes with the higher sequence similarity all showed a higher median expression intensity. More conserved genes most likely represent "housekeeping" genes that can be expected to be generally expressed at higher levels. Alternatively, these probes may contain conserved motifs and therefore the probes on the microarray will cross-hybridize to multiple transcripts resulting in the higher signal intensities observed on the microarray for these elements. 

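Tomato leaf RNA gave values for the most clones, 10297 ± 201 (SD, n = 2 arrays). The mean was 9914 ± 305 for tobacco, 9884.5 ± 648 for petunia, 9777.5 ± 166 for N. benthamiana and 9689.5 ± 581 for pepper (SD, n = 2 arrays each). The 2 arrays of petunia differed by 917 clones and those of pepper by 821, more than the largest difference between the means of any 2 species. Tomato was compared with the 8 other arrays, which had a mean of 9816 clones, in an exact permutation test over 45 splits (two-sided p = 0.111, adjusted p = 0.556 over the 5 species). With 45 splits the smallest p is 0.0222 and the smallest adjusted p 0.111, so no species could pass 0.05 after adjustment, and the splits do not take the replicate numbers into account.

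**Figure D1:**
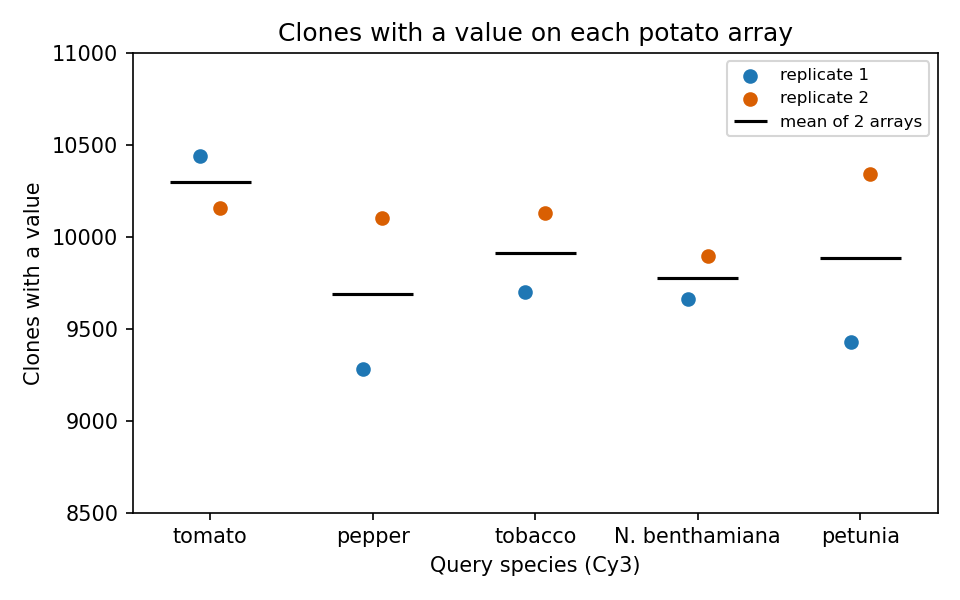
Number of clones with a value (vertical axis, which does not start at 0) on each array of the 5 query species (horizontal axis). Points are single arrays of replicate 1 or 2 and lines the mean of 2 arrays. The tomato arrays lie at 10439 and 10155, and the petunia arrays lie at 9426 and 10343.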

The number of clones that could be detected on the microarray was dependent on the species used as target. 

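Petunia RNA gave values for 9426 clones in replicate 1, the second lowest of the 5 species there, and for 10343 clones in replicate 2, the highest of the 5. The mean of its arrays was 9884.5 clones, against 9919.5 for the 8 other arrays, with an exact two-sided permutation p of 0.867 over 45 splits (adjusted p = 1). For pepper the exact p was 0.4, for N. benthamiana 0.6 and for tobacco 1. These tests could not pass 0.05 after adjustment and do not show that the numbers were alike. Replicate 2 arrays had more clones with a value (10125 ± 160, SD, n = 5) than replicate 1 arrays (9700 ± 447, SD, n = 5), and only tomato went the other way. Of the clones seen on any array, 95.6% had a value on at least 1 petunia array, against 97.5% for tomato and 94.3% for pepper.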

For the more diverged species, such as petunia, a lower number of clones were detected on the microarray (data not shown). Overall, we found similar expression levels in leaves across the six Solanaceae species used in this study (not shown), indicating that indeed sequence conservation may represent a functional similarity as well. 

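After normalization, most clones had a similar signal in potato and in each of the other species, and a set of named genes did not. The authors set the scanner for similar counts in both channels and normalized by quantiles. A weaker signal of a query species over all clones would thereby be largely removed. The mean log2 ratio lay within 2-fold of potato for 76.4% of 9918 clones in tomato, 73.8% of 9051 in pepper, 70.5% of 9413 in tobacco, 69.5% of 9164 in N. benthamiana and 70.5% of 9293 in petunia. Single arrays of a species differed in this share by an SD of 1.47 to 6.23 percentage points. NAC2, a NAC-domain transcription factor, had a log2 ratio of 3.11 over the 5 species (standard error 0.11, adjusted p = 1.5e-08 from limma) with the same sign on all 10 arrays. PR1B, a pathogenesis-related protein, stood at 5.34 in a clone with values on 7 arrays (adjusted p = 1.2e-07 from limma) and at 2.53 in its other clone, which had values on all arrays (adjusted p = 2.0e-08). GBSS, the granule-bound starch synthase that makes amylose, went the other way with -2.37 (standard error 0.084) and, in its second clone, -1.06. The first GBSS clone stood at -3.70 in tobacco, -3.15 in petunia, -2.31 in tomato, -2.14 in N. benthamiana and -0.56 in pepper. Positive log2 ratios above 5, here and below, stand for ratios of a few hundredths that were rounded to 2 decimals. Their size and spread are therefore coarse.

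The clones of a gene did not always go together. One clone of FLS, flavonol synthase, had a mean log2 ratio of 5.53, while the other clones of FLS had -1.43, -0.92 and 0.04. The genes with the largest mean log2 ratio were taken only from called clones with a single symbol and the same sign on all arrays with a value. Of these 20 genes, 10 in each direction, 16 carried a locus name alone. Among these, LOC102577893 had 5.30, LOC102577576 had 4.52 and LOC102577835 had 4.09, and on the negative side LOC102585195 had -2.73 and LOC102602939 had -2.31. In tomato the largest negative values among called clones with a single symbol were -4.78 for LOC102602308, in a clone with values on 4 arrays, and -3.02 for LOC102587659. In pepper they were -3.59 for LOC102598951 and -3.05 for LOC102577499. LOC102587659 no longer passed the threshold in pepper without replicate 2 (adjusted p = 0.077 from limma) or in petunia without replicate 2 (adjusted p = 0.077).

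A further 5 groups of genes, listed before their values were seen, had at least 5 clones tested as a set. Each list's count over the mean of 5 species is followed by the count with the replicate as a random block, since the fit without it calls unchanged clones. Of 16 clones of glycolysis and fermentation enzymes, 13 were positive, 1 was negative and 2 did not pass, with the same counts adjusted over the list alone. With the block 12 were positive and 1 was negative. GAPDH, glyceraldehyde-3-phosphate dehydrogenase, made up 8 of these clones and 7 of the positive ones, and with 1 value per gene the adjusted p of the list from camera was 0.340. Pyruvate kinase (PK) had 1.20 and LPD2, a lipoamide dehydrogenase, had -1.15. Of 6 clones of transcription factors, 5 were positive and 1 was negative, also adjusted over the list alone and with the block, with 2.00 and 1.29 for the clones of STWRKY8, 1.28 and 1.34 for BEL5 and -0.99 for CO. In single species CO was called negative in pepper (-2.13), tobacco and N. benthamiana but stood at 0.49 in tomato, where it did not pass. Of 14 clones of methionine cycle enzymes, 8 were positive, 5 were negative and 1 did not pass, and the counts adjusted over the list alone were 8 and 5. With the block 7 were positive and 5 negative, as 1 clone of METK1 (0.25) had an adjusted p of 0.115 from limma. All 5 negative clones were MS, methionine synthase (from -1.55 to -0.70), and the 8 positive ones were METK1, S-adenosylmethionine synthetase (from 0.25 to 0.79). These are means over species. In pepper no METK1 clone was called positive, and 1 was called negative (-0.57, adjusted p = 0.036 from limma). In tomato only 1 METK1 clone was called positive (0.67), and none negative. Of 8 clones of ascorbate and redox enzymes, 5 were positive and 3 negative, and of 8 clones of proton pumps and potassium channels, 4 were positive and 1 negative, in both cases with the same counts adjusted over the list alone. With the block only 3 and 2 of the ascorbate clones passed, without both DHAR2 clones and 1 of DHAR, and only 2 and 1 of the pump and channel clones, without 2 clones of PHA2. Both DHAR2 clones were called negative in pepper (-0.96 and -1.07) and positive in tobacco, N. benthamiana and petunia. Of all 740 clones with a single symbol, 642 passed without the block, so a high share of calls is not particular to these lists. Clones with a single symbol leaned to positive values as a whole, with 414 positive and 228 negative, or 374 and 196 with the block. Among all clones the direction of the lean depended on the setting, with 3955 positive and 3809 negative on median-centred arrays and 3317 and 3472 with the block. Beyond 2-fold both leaned to positive values, with 158 positive and 60 negative clones with a single symbol and 1393 and 910 of all clones. As sets, none of these lists passed limma's camera over the mean of 5 species (lowest adjusted p = 0.0536). Camera used only clones with a value on all arrays. These were 13 for glycolysis, 12 for the methionine cycle, 6 for ascorbate, 5 for pumps and channels and 6 for transcription factors. For the ascorbate and methionine lists the median over all counted clones was positive (0.20 and 0.34). The direction of the test, which compares a list with the other clones, was negative.

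In single species, camera called the transcription factors in tomato (adjusted p = 0.0286) and petunia (adjusted p = 0.029), both positive. With an estimated correlation the adjusted p was 0.358 and 0.419. In pepper it called glycolysis and fermentation (positive), ascorbate and redox enzymes (negative) and the methionine cycle (negative), each at an adjusted p of 0.0398. With an estimated correlation these adjusted p were 0.263, 0.172 and 0.172, so none of the 5 calls held in that setting. The estimated correlations of the ascorbate (-0.013) and methionine (0.0068) lists were under the preset 0.01. Correlation among the clones was therefore not what ended these calls. With the clones of a gene averaged, the glycolysis list in pepper had an adjusted p of 0.214 and the ascorbate list 0.0729. In pepper, PK had 1.52, GRX2, a glutaredoxin, had -1.26, AOX, the alternative oxidase, had -1.18, MS had -1.69 and ARD, the acireductone dioxygenase of the methionine cycle, had 1.24.

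Each species was tested against potato with limma at an adjusted p under 0.05. This called 5079 clones in tomato (2582 positive, 2497 negative), 5086 in pepper, 5507 in tobacco, 5554 in N. benthamiana and 5475 in petunia, or 51.2% to 60.6% of the clones tested. Of these, 2315 in tomato and 2775 in N. benthamiana were also beyond 2-fold. Without 1 of its arrays, the count was 2524 or 2871 in tomato, 3217 or 3865 in pepper, 3461 or 4074 in tobacco and 3599 or 4220 in petunia. The count for N. benthamiana was also lower without either of its arrays. The mean of the 5 species called 7840 of 9784 clones (3789 positive, 4051 negative). That fit treats arrays with the same potato extract as independent, and on simulated arrays without any change it still called 867 of 9784 clones. With the replicate as a random block it called 6789 clones, and all 20 genes named for the mean still passed (highest adjusted p = 7.9e-05). On simulated arrays that fit called 2 clones where nothing was changed, but 49 unchanged clones where 200 others were changed, against 993 without the block, so both counts hold false calls. Neither a dye effect of a gene nor weaker binding to a potato probe can be told from a difference in expression between potato and the other species. From the expression levels in leaves, the paper proposes that sequence conservation may reflect a functional similarity as well.

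**Figure D2:**
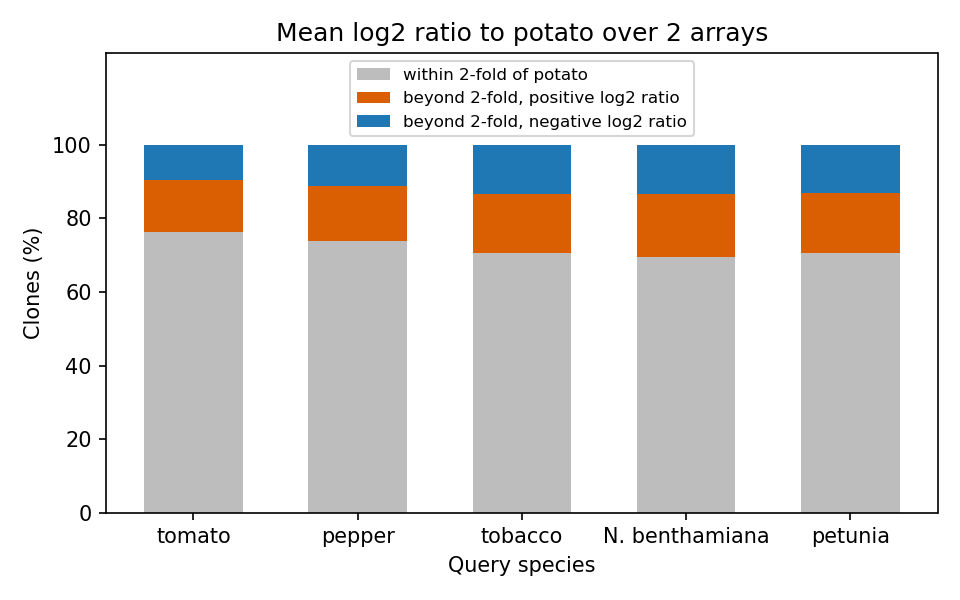
Share of clones in percent (vertical axis) by the mean log2 ratio to potato over 2 arrays, for each query species (horizontal axis). Gray bars are clones within 2-fold of potato, from 69.5% in N. benthamiana to 76.4% in tomato, and orange and blue bars are clones beyond 2-fold with positive and negative log2 ratios.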

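Duplicate spots of the same clone gave close values. Across clones, which are not independent replicates, the correlation of the 2 spots on an array lay between 0.947 and 0.973, and the SD of their difference between 0.251 and 0.371 on the log2 scale. A value from a single spot stood behind 16.8% of the clone values. Between the 2 arrays of a species, the correlation across clones was 0.941 for tomato, 0.910 for tobacco, 0.900 for petunia, 0.894 for pepper and 0.873 for N. benthamiana. The median absolute difference between the arrays was 0.21 for tomato and 0.37 for N. benthamiana. These arrays carried different extracts of both species.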

In conclusion, the analyses of microarray data indicated that for the core genes conserved among Solanaceae with significant sequence similarity to potato, reliable gene expression values can be derived from microarrays with potato cDNA probes.

**Figure 6:**
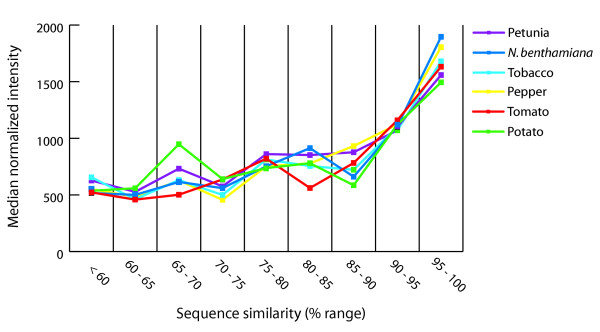
**Expression analysis of six solanaceous species. **Probes on the microarray were grouped according to the sequence similarity with potato and plotted against the median normalized signal intensity of each group. Shown is the average of two experiments of the median intensity of each group.

## Discussion

A high degree of sequence conservation among Solanaceae family members had been suggested previously based on small scale assays and analysis. Here, we report for the first time, a large scale comparison of six Solanaceae family members. Although the analyses in this study confirmed the high degree of sequence conservation, they also revealed a large number of Solanaceae specific transcripts and sequence divergence among Solanaceae.

### Transcript sampling for the Solanaceae gene indices

To date, only a limited amount of genomic sequence data is (publicly) available for the Solanaceae. Therefore, the EST sequence data assembled in this study was used to assess the diversity of transcripts among the Solanaceae. The assessment of the annotation by GO terms of the six gene indices indicated an overall similar functional composition of the transcripts. In addition, the analysis of GC content was consistent with Arabidopsis and among the Solanaceae, with tobacco being the exception. These data show that the sequences used in this study provide a valid representation of the various solanaceous genomes. The wide range of different library sources of the sequences did not affect the number of sequence matches among the different Solanaceae species, indicating the absence of a high percentage of tissue specific transcripts. This can be explained by the close developmental relationship between most plant organs as flowers can be considered modified leaves and stolons as modified stems. A low number of tissue specific transcripts were also observed in Arabidopsis using Massive Parallel Signature Sequencing [29]. Among five different libraries of callus, inflorescence, leaves, roots and siliques, less than 0.25% of the transcripts showed tissue specificity [29]. Also in maize, using cDNA microarrays, only 7% of the genes were expressed in a highly tissue specific manner among seven different organs of maize [30]. In contrast, the assessment of the frequency of the EST sequences can be used for the comparative analysis to evaluate differential expression. This approach has been used for tomato and potato [16,31], but can only be successfully employed with a large number of diverse libraries and deep sequencing as most tissue specific transcripts may be expressed at low levels and therefore be relatively rare and not be sampled by sequencing.

A single microarray platform was successfully applied for heterologous hybridization of Solanaceae species. For transcripts with significant sequence similarity to the potato probes on the cDNA microarray, reliable expression data could be obtained. Similar hybridization characteristics were found using heterologous hybridization to a fish cDNA microarray [32]; the number of elements that could be detected on the microarray was correlated with the phylogenetic distance. Cross-species hybridization was also shown for human and bovine orthologous genes on a human cDNA microarray [33]. The global expression data indicated that the conserved transcripts were expressed similarly among leaf tissue of the six Solanaceae species examined.

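Query species differed from each other most where tomato or pepper was involved. LOC102606132 had log2 ratios to potato of 0.67 in tomato and 0.21 in pepper but -2.29 in tobacco, -2.17 in N. benthamiana and -2.15 in petunia (adjusted p = 0.00016 from limma's F test). LOC102582373 stood at 3.89 in N. benthamiana, 3.10 in pepper and 2.86 in tobacco but at -0.46 in tomato and 0.72 in petunia (adjusted p = 0.00032). STUGE51 was negative in pepper (-1.62) and positive in tomato (2.06), tobacco (1.93), N. benthamiana (2.28) and petunia (1.16), with an adjusted p of 0.00039. PPO, polyphenol oxidase, chosen after its values were seen, had -2.27 in tomato, -0.76 in tobacco, -0.64 in N. benthamiana, 0.08 in pepper and 0.003 in petunia (adjusted p = 0.0027). In these comparisons potato and any dye effect of a gene cancel, but differences in binding to the potato probes do not.

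Of the 7823 clones with a value on all 10 arrays, 2923 differed among the 5 query species at an adjusted p under 0.05. Arrays of one replicate share a potato extract, and with the replicate as a block 5332 clones differed. On simulated arrays the F test without the block found 1.49% of clones changed 2-fold in petunia and 95.5% of those changed 4-fold, and with the block 91.0% and 100%, with no call on arrays without any change and, among unchanged clones beside 200 changed ones, 0 calls without the block and 13 with it. Tobacco and N. benthamiana differed at 58 of 8719 clones, or 504 with the block, and 1100 at an unadjusted p under 0.05. On simulated arrays the test of this pair found 8.96% of clones changed 2-fold without the block and 76.1% with it. Among unchanged clones there it made 0 calls without the block and 10 with it. The 58 clones therefore do not show that this pair was alike. The counts with single arrays left out, given last, are also without the block. Tobacco and petunia differed at 255 (1249 with the block), N. benthamiana and petunia at 470 (1528), and pepper and tobacco at 1139 (2654). Pepper differed from petunia at 1258 (2713) and from N. benthamiana at 1173 (2514), and tomato from pepper at 1491 (3070), from N. benthamiana at 1654 (3363), from petunia at 2016 (3667) and from tobacco at 2132 (3632). Single arrays mattered: the F test called 1434 clones without tomato replicate 1 and 1480 without tomato replicate 2, and the count for tobacco and N. benthamiana was 0 without tobacco replicate 1, 3 without tobacco replicate 2, 20 without N. benthamiana replicate 1 and 4 without N. benthamiana replicate 2.

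The root mean square difference of the log2 ratios was smallest between tobacco and N. benthamiana, 0.48 ± 0.039 (SD, n = 2 replicates), in both replicates. A given pair comes first among 10 by chance with a probability of 0.1, the smallest p this ranking allows in 1 replicate. Petunia followed, at 0.53 ± 0.012 from tobacco and 0.59 ± 0.0071 from N. benthamiana. Pepper lay at 0.68 ± 0.019 from tobacco and at 0.78 ± 0.062 from tomato, and the 4 pairs with tomato were the largest in both replicates.

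**Figure D3:**
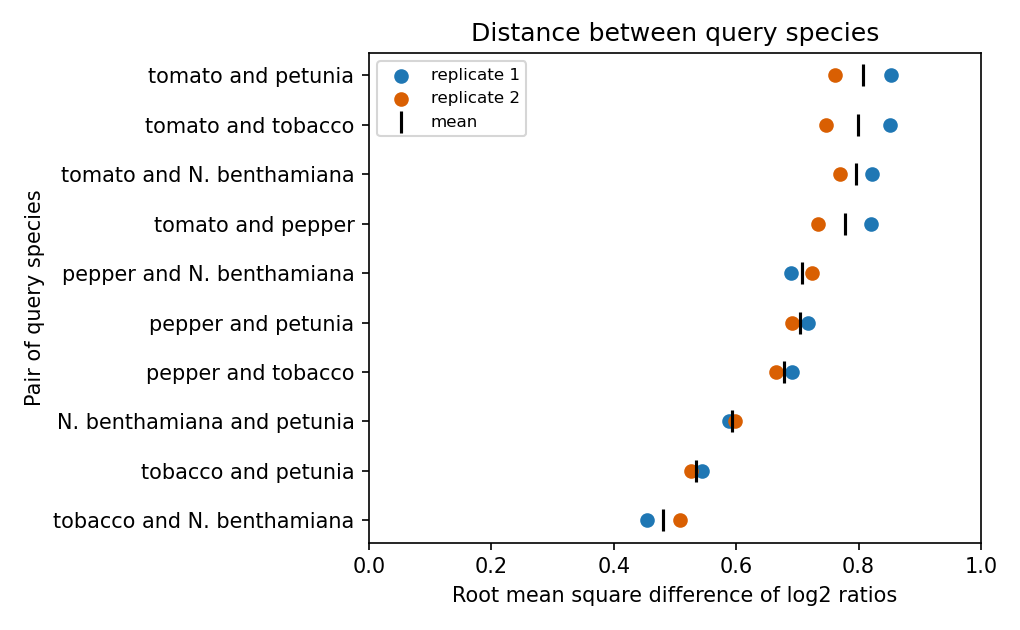
Root mean square difference of log2 ratios (horizontal axis) for each of the 10 pairs of query species (vertical axis) over 7823 clones. Points are the values within replicate 1 and replicate 2 and the black marks their mean, from 0.48 for tobacco and N. benthamiana to 0.81 for tomato and petunia.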

### Solanaceae species contain unique transcripts

Overall, a high degree of sequence conservation among the Solanaceae was observed in accordance with previous small scale studies [6]; for up to 81% of the gene index sequences, significant matches at the nucleotide level could be found within the Solanaceae, consistent with the level of sequence conservation observed at the protein level. Using a more stringent approach of orthology revealed that for the largest gene indices of potato and tomato, a putative ortholog could be identified at the nucleotide level for 47% of the unique transcripts in the gene index. In addition, comparison of the Solanaceae gene indices to Arabidopsis, rice, and 21 other gene indices revealed transcripts without matches to these non-solanaceous species as well as transcripts without matches to individual Solanaceae species. Depending on the stringency of alignment, 16–19% of the transcripts did not have a match among the plant sequences examined. A similar approach was used to identify transcripts specific for legumes [34]. These results show that between these closely related species there was still substantial sequence divergence, which was supported by the sequence divergence among 308 orthologous transcripts of six Solanaceae, Arabidopsis and rice. The available EST sequences only provide a snapshot of the genome, thus the number of unique transcripts may be lower but still be substantial as the transcript sampling among the Solanaceae proved to be a representative sampling. The large number of EST sequences available for tomato and potato were likely to contain the most abundant transcripts, so a large number of transcripts without sequence homology is likely to remain with increased EST sequencing until more sequence data is generated.

The outlier for most analyses appeared to be tobacco with a low number of significant matches among Solanaceae, Arabidopsis, and rice. No obvious explanation could be found for this but it is unlikely that tobacco will contain a much higher plant specific gene content. Matsuoka et al. [35] report on the EST sequencing of a cell suspension library of tobacco, which was the origin of a large portion of the tobacco gene index. In this study, a low number of tobacco sequences matched sequences from other plant species, consistent with our analyses. The GO assignments and the identification of orthologs indicated that the tobacco sequence sample did contain similar transcripts as the other five Solanaceae gene indices, validating the general conclusions for the Solanaceae species in this study, including tobacco.

The finding of a large number of transcripts without matches among the Solanaceae species will complicate the efforts of establishing a single reference genome for the Solanaceae by sequencing a single representative species. Although a large level of synteny exists between the Solanaceae, it is unclear how novel genes evolved and whether there is a large difference in gene content among the Solanaceae. Fortunately, for three Solanaceae species (tomato, potato and tobacco), genome sequencing projects are in progress. The availability of three draft genome sequences will allow for the detailed analysis of genome conservation and understanding of the genes involved in the different phenotypes within the Solanaceae.

## Conclusion

In summary, this study documents for the first time the genomic scale comparison of the available coding sequences (ESTs and ETs) from six Solanaceae species. Sequence comparisons at the nucleotide level among potato, tomato, pepper, eggplant, tobacco and *N. benthamiana*, including ortholog analysis, confirmed a high level of sequence conservation. In addition, phylogenetic analysis and comparative analyses with Arabidopsis, rice and 21 other gene indices revealed sequence divergence during speciation as evidenced by transcripts likely unique among the Solanaceae and unique to individual Solanaceae species. Global expression profiling showed similar expression patterns of conserved genes in mature leaves among the six solanaceous species.

## Methods

### Computational methods

Gene indices were constructed essentially as described [15]. In summary, all available sequences for potato, tomato, pepper, eggplant and petunia were collected from Genbank and sequences with over 94% sequence identity over 40 or more bases with unmatched overhangs of 30 bases in length were placed in clusters using the Paracel Transcript Assembler to generate tentative consensus sequences (TC) and singleton ESTs and ETs. The TCs were searched against a non-redundant protein database to provide a putative annotation for the TC, with a minimum of 30% identity over 20% of the length of the translated TC. All gene indices are available at [28]. The 21 gene indices used for searches against the Solanaceae gene indices were: Ice plant (v4.0), Cocao (v1.0), Cotton (v6.0), Grape (v4.0), Barley (v9.0), Sugar beet (v1.0), *Brassica napus *(v1.0), Sunflower (v3.0), Lettuce (v2.0), Lotus (v3.0), Wheat (v10.0), Maize (v15.0), *Medicago truncatula *(v8.0), Onion (v1.0), *Pinus *(v5.0), Poplar (v2.0), Rye (v3.0), *Sorghum bicolor *(v8.0), Sugarcane (v2.1), Soybean (v12.0) and Spruce (v1.0). GO terms were transitively annotated based on sequence similarity (E value cutoff of 10^-10^) to Arabidopsis proteins (Release 5, [26] which has been manually curated for molecular function GO terms. The Plant/GOSlim reduced ontologies were used [36].

Each of the six gene indices was pair-wise matched against the other gene indices using WU-BLAST [37] with BLASTN and TBLASTX options. BLAST scores were filtered for significant hits using an E value cut-off as indicated in the text. Each of the six gene indices were searched against the predicted rice and Arabidopsis proteome using BLASTX and the top hit was picked for each entry of the gene indices using an E value cutoff of 10^-5^. Putative orthologs among the six Solanaceae species, rice and Arabidopsis were identified essentially as described [21]. In summary, the non-redundant sets of eight gene indices were compiled and searched against each other using BLASTN. The reciprocal best hit pairs with a cutoff E value 10^-10 ^were clustered to generate the ortholog groups. 308 clusters which contain at least one transcript from each of the 8 species were selected and one representative sequence for each species was chosen for each group by counting the reciprocal matches in the clusters. Multiple sequence alignments for each of the 308 clusters were performed and sequences in both ends without consensus matches were removed. Sequences from each species were concatenated together in the same order and aligned to each other using CLUSTAL W [38]. A neighbor joining tree was generated using PHYLIP (Phylogeny Inference Package) (Felsenstein, J. 2004, distributed by the author. Department of Genome Sciences, University of Washington, Seattle).

### Microarray hybridizations and data analysis

Potato cDNA microarrays were constructed as described [39]. Potato, tobacco, tomato, petunia, pepper and *N. benthamiana *plants were grown in Percival growth chambers (Percival Scientific, Inc. Perry, IA) at 25°C and 16 h light for 4–6 weeks. Total RNA was extracted from mature leaves using the Qiagen RNAesy kit (Qiagen, Valencia, CA) and labeled as described previously [39]. Hybridization and washing was performed essentially as described [39]. After the final washing step and spin-drying of the slide, slides were scanned using an Axon scanner at maximum laser power (Axon Instruments, Union City, CA) at both 532 and 635 nm. The PMT values for both wavelengths were adjusted to capture a similar number of normalized counts for each channel.

The TIFF images were quantified using Genepix 5.0 (Axon Instruments, Union City, CA). The software automatically flags spots that cannot be found in one of the channels; these are flagged and excluded from further analysis. Spots containing > 30% saturated pixels in either channel or a diameter <70 μm were flagged and not used for subsequent analysis. Local background was subtracted from the signal value (mean pixel intensity). The data were normalized using the quantile method in the limma package [40] of BioConductor [41]. Flagged spots were given a weight of 0 using the weight function within the package which excludes these spots from affecting the normalization. All analyses used the average of the two on-slide replicates. If one of the two replicates was flagged, the remaining value was used for analysis.

The microarray data are available at the TIGR Potato functional genomics and Solanaceae resources web pages [42] and through the Gene Expression Omnibus (GEO) [43] under platform accession GPL1901.

## Authors' contributions

WAR coordinated and designed the study, performed the microarray data analysis and drafted the manuscript. DL constructed the Gene Indices, performed the analysis of orthologs, GC content and constructed the phylogenetic tree. JL performed all the BLAST searches and analyses. SI carried out the microarray hybridizations. SO performed the assignment of GO terms. CRB performed the library composition analysis of the Gene Indices, participated in coordination and design of the study and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 Supplemental Table 1 (split into two files) containing the Solanaceae ortholog clusters, for each cluster the TC numbers from each gene index are listed that form an ortholog cluster. Click here for file File 2

Additional File 3 Supplemental Table 2 containing the Solanaceae specific transcripts, for each of the six solanaceous species the TC numbers are listed without matches in 23 other plant species (see Table 4), transcripts unique to Solanaceae (Table 5, right panel, TBLASTX E-05) and transcripts unique to each species (Table 5, left panel, TBLASTX E-05). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

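Leaf RNA of 5 query species (Cy3) was compared with potato leaf RNA (Cy5) on 10 potato cDNA arrays, 2 per query species. The authors scanned the arrays and extracted signals with GenePix, removed spots that were not found in 1 channel, had over 30% saturated pixels or were under 70 µm across, subtracted the local background from the mean signal and applied quantile normalization in limma, which the submitters' processing notes also name. The version of limma is not given in the sources used here. The deposited values are log2 ratios of the channels, 1 per spot, with the direction unstated; positive values are taken as likely brighter in potato. Signal intensities of the single channels, and the groups of probes by sequence similarity in Fig. 6, were not analysed here.

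From the deposited log2 ratios, the 2 spots of each clone were averaged. The place of duplicate spots on the slide was found from the 905 pairs of spots that share a sequence record, all of which fit the layout. Gene symbols came from a table of the probes' genes. No column of values was left unmapped to an array.

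Tests used limma 3.58.1 in R 4.3.3, with lmFit on all 10 arrays, 1 coefficient per query species, eBayes and Benjamini-Hochberg adjustment at 0.05. A species was tested over clones with a value on both of its arrays, the mean of 5 species over clones with a value for each species, and differences among query species by the F test over clones with a value on all arrays. Clone counts per array were compared by exact permutation over 45 splits. Gene lists were tested with camera at a preset correlation of 0.01 where at least 5 clones with a value on all arrays matched. The lists set by key words, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. Those lists held too few clones for camera, and the 5 lists tested were made later, from the gene symbols alone, before their values were seen. The genes named were the 10 largest log2 ratios in each direction for the mean of 5 species, the 5 largest in each direction for a species and the 10 largest F values among species, each past the threshold and, for the ratios, with the same sign on all arrays with a value (for a species, on both of its arrays), plus 3 members of each called list. Of a gene with several clones, the one with the largest change was used. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for counts and plots.

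The fits were tested on simulated data with the missing values of these arrays, variances pooled over all clones and species, and 200 changed clones. In the real data the SD between the arrays of a species ran from 0.26 in tomato to 0.42 in N. benthamiana. The simulated rates therefore need not hold for each clone or species. For petunia against potato, 7.46% of clones changed 1.5-fold, 44.8% of those changed 2-fold and 100% of those changed 4-fold were found among 9293 clones, with no call among unchanged clones. The fit for the mean of 5 species did not hold its error rate there, as the counts beside that result show. The potato extract of a replicate is shared by its 5 arrays, as the labels state, and the deviations of same-numbered arrays from their species means correlated at 0.29 to 0.68 across 7823 clones in the 10 pairs of species, so the replicate numbers pair the arrays. Of the variance between the 2 arrays of a species, 52.7% was shared by the arrays of a replicate. That share is pooled over species: the correlations with tomato were 0.29 to 0.41, and those among the other species 0.62 to 0.68. A fixed replicate block does not suit the tests against potato, where it removes the spread of the potato extracts: on simulated arrays without change it called 269 of 9293 clones in petunia.

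Alternatives covered the centring and scaling of arrays, the treatment of missing values, the replicate block as a fixed or random term, the threshold, the set test and leaving out each array. The random block was applied to the counts of the gene lists after their values were seen. The number of arrays, 2 per species, limits the precision.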

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

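Differences between the query species, each of which was tested as a difference, are listed here. These counts are without the replicate block, which raised each of them, as given below. With limma's F test 2923 clones differed among the 5 species, against 5332 with the block. In the pairwise tests, 1491 clones differed between tomato and pepper, 2132 between tomato and tobacco, 1654 between tomato and N. benthamiana, 2016 between tomato and petunia, 1139 between pepper and tobacco, 1173 between pepper and N. benthamiana, 1258 between pepper and petunia, 58 between tobacco and N. benthamiana, 255 between tobacco and petunia and 470 between N. benthamiana and petunia.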

How the results depend on the processing

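Counting only clones with a gene symbol, the slope over different potato extracts, the random replicate block for the gene lists and the alternatives for clones with a single symbol were tests chosen after the data were seen. Of the alternatives for counts, shares and gene lists, 287 left the result as it was, and those that did not are given here; for single genes, clones with a single symbol and the slope, 553 did so, 2 ended a call and 2 moved a value, since asking also for a 2-fold difference left 218 of 642 clones with a single symbol and different potato extracts gave a slope of 0.76. The cause was not tested except where the setting itself tests fewer clones or samples. The share of clones with a value was 94.0% in tomato, 88.5% in pepper, 90.5% in tobacco, 89.3% in N. benthamiana and 90.2% in petunia over clones seen on any array, and 87.2%, 90.1%, 90.5%, 86.7% and 88.3% over clones with a gene symbol, in the same order. The share of spots with a value, a count of spots in place of clones with those of empty positions included, was 59.3%, 54.0%, 55.8%, 55.0% and 55.7%. Asking also for a 2-fold difference left 2315 clones in tomato, 2347 clones in pepper, 2753 clones in tobacco, 2775 clones in N. benthamiana and 2718 clones in petunia, and an adjusted p under 0.01 left 3358 in tomato and 1103 among the 5 species. Without 1 array, whose partner is then assumed to vary like the other species, the counts against potato ranged from 2524 to 2871 in tomato, from 3217 to 3865 in pepper, from 3461 to 4074 in tobacco and from 3599 to 4220 in petunia. Among the 5 species the range was 1434 to 3142, lowest without tomato replicate 1. Between pairs it was 506 to 916 for tomato and pepper, 556 to 1257 for tomato and tobacco, 486 to 1140 for tomato and N. benthamiana, 598 to 1069 for tomato and petunia, 316 to 411 for pepper and tobacco, 502 to 991 for pepper and N. benthamiana, 496 to 576 for pepper and petunia, 0 to 20 for tobacco and N. benthamiana, 11 to 47 for tobacco and petunia and 40 to 246 for N. benthamiana and petunia. The count of 0 was without tobacco replicate 1, by limma. The share within 2-fold of potato in tomato was 74.6% to 76.99% without 1 array. 

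The replicate block stands for the shared potato extract and for anything else that the arrays of a replicate share. It raised the count among the 5 species to 5332 and those of the pairs to 3070 for tomato and pepper, 3632 for tomato and tobacco, 3363 for tomato and N. benthamiana, 3667 for tomato and petunia, 2654 for pepper and tobacco, 2514 for pepper and N. benthamiana, 2713 for pepper and petunia, 504 for tobacco and N. benthamiana, 1249 for tobacco and petunia and 1528 for N. benthamiana and petunia. As a fixed term it moved no other count by over 1.5 times and changed no call of camera. As a random term it left 5 of 8 calls among the ascorbate and redox enzymes and 3 of 5 among the proton pumps and potassium channels, and moved no other list count by over 1.5 times. The rotation test fry, which does not compare a list with other genes, called lists that camera did not, with adjusted p of 0.000294 (ascorbate and redox enzymes in mean of 5 species), 9.93e-05 (glycolysis and fermentation enzymes in mean of 5 species), 0.000294 (methionine cycle enzymes in mean of 5 species), 0.000926 (proton pumps and potassium channels in mean of 5 species), 6.11e-05 (transcription factors in mean of 5 species), 0.00600 (ascorbate and redox enzymes in tomato), 0.00600 (methionine cycle enzymes in tomato), 0.00629 (proton pumps and potassium channels in tomato), 0.00335 (transcription factors in pepper), 0.00257 (glycolysis and fermentation enzymes in tobacco), 0.00257 (transcription factors in tobacco), 0.00356 (glycolysis and fermentation enzymes in N. benthamiana), 0.00570 (proton pumps and potassium channels in N. benthamiana), 0.00297 (transcription factors in N. benthamiana), 0.00336 (glycolysis and fermentation enzymes in petunia) and 0.00336 (methionine cycle enzymes in petunia). Calls of camera were lost with an adjusted p of 0.358 (transcription factors in tomato, estimated inter-gene correlation), an adjusted p of 0.172 (ascorbate and redox enzymes in pepper, estimated inter-gene correlation), an adjusted p of 0.0729 (ascorbate and redox enzymes in pepper, one value per gene), an adjusted p of 0.263 (glycolysis and fermentation enzymes in pepper, estimated inter-gene correlation), an adjusted p of 0.214 (glycolysis and fermentation enzymes in pepper, one value per gene), an adjusted p of 0.172 (methionine cycle enzymes in pepper, estimated inter-gene correlation) and an adjusted p of 0.419 (transcription factors in petunia, estimated inter-gene correlation). The tobacco and N. benthamiana pair stayed the closest with centred or scaled arrays, by rank correlation and within either replicate.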

Differences from the paper's values

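The paper states a share of probes detected of over 80%. Over all 15360 clone positions the mean share per array was 64.5%. Counting spots in place of clones, over all spots with those of empty positions included, gave 56.0%, and counting only clones with a value on any array gave 90.5%, which is within the paper's statement. None of these is more than 1.5 times away from the paper's value. The paper's text gives about 12000 clones on the array, and the file has 15360 clone positions, of which 10954 had a value on any array. Arrays had a mean of 9700 clones with a value in replicate 1 and 10125 in replicate 2. The 64.5% has a larger base than the paper's 12000 clones and does not contradict its statement.

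The paper states that fewer clones were detected for the more diverged species and names petunia. Petunia had a value for 9884.5 clones on average, against 9919.5 for the 8 other arrays (exact two-sided permutation p = 0.867, in a test that could not pass 0.05 after adjustment over the 5 species), and it was the second lowest species in replicate 1 and the highest in replicate 2. Tomato, the closest relative of potato, had the most clones on average (10297).

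The paper states that expression levels were similar and names no threshold. Between 69.5% and 76.4% of clones lay within 2-fold of potato, after a normalization that favours similar channels. At an adjusted p under 0.05, limma called 51.2% to 60.6% of the clones different from potato.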

Other observations

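The lists set by key words had fewer than 5 clones on all arrays and were only counted, over the mean of 5 species, with a fit that calls unchanged clones where arrays share a potato extract. With the replicate as a random block, chosen for the lists after their values were seen, these counts stayed the same except that 1 of the starch and sucrose clones, AMYA1 (0.19), had an adjusted p of 0.121 from limma, which leaves 2 positive and 2 negative. Both clones of TK, transketolase of the Calvin cycle, were negative (-1.35 and -0.83). Of 3 photosystem clones, all of PSBR, 2 were positive and 1 did not pass. Of 5 clones of starch and sucrose metabolism, 3 were positive and 2 negative, the negative ones both GBSS and 2 of the positive ones AMYA1. Of 5 phenylpropanoid clones, 1 was positive and 3 were negative, and of 3 clones of polyphenol oxidase and lipoxygenase, 1 was positive and 2 were negative. Both clones of PR1B were positive. The 2 photorespiration clones, both of CAT1, went in opposite directions, as did the 2 clones of MADS16. Of 3 ethylene, auxin and gibberellin clones, ERS and IAA3 were positive and IAA2 was negative. No clone of the cell wall list had enough values for a test. Of all 740 clones with a single symbol, 642 passed in the fit without the block, so a high share of calls is not particular to these lists.

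The tests of the 3 patterns that follow were written before their results were seen, except the slope over different potato extracts. The sign of the values was tested with the differences of another query species minus tomato in the same replicate. These would have a longer positive tail if positive values were potato over query. The differences of a replicate share its tomato array and are not independent. All 8 were skewed that way, from 0.031 to 0.62, though for pepper in replicate 1 more values lay below -2 (1.49%) than above 2 (1.30%). The sign is likely potato over query, not settled.

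Of the 7823 clones tested in all 5 species, 1081 were positive and 822 negative in every species, while 619 (7.91%) were positive in some species and negative in others. Independent lists would share 18.9 and 14.5, which is not what comparisons with the same potato extracts would share without any change. Species means correlated across clones at 0.74 to 0.93 with covariances of 0.78 to 1.10, against 0.53 and 0.030 in simulated species that share only potato extracts.

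Peculiarities of a single potato extract do not explain this pattern: covariance between arrays with different potato extracts was 0.939 of that with the same extract. The ratio cannot test peculiarities of the potato plants that the extracts have in common. The labels do not say whether the extracts came from separate plants, so this explanation stays open. Dye or probe effects of a gene, and expression that differs between potato and all other species, cannot be told apart here, since no dye was swapped and since weaker binding to potato probes would follow the species as expression does. The slope of tomato on the mean of the 4 others was 0.81, just past the bound of 0.8 set for dye or probe effects, but 0.77 and 0.80 within the replicates and 0.76 with different extracts, so that bound lay inside the spread. It was -0.059 from the lowest other slope, that of pepper, which met the bound of 0.1 set against expression differences. That bound was a poor one, since tobacco, N. benthamiana and petunia resemble each other (distances of 0.48 to 0.59), which raises their slopes and leaves tomato and pepper low under either explanation.

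Fewer clones with a value for a species may come from array quality rather than species: the largest difference between the 2 arrays of a species was 1.51 times the range of the species means. A lower number in distant species stays open with 2 arrays per species.

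The order of the species by log ratios did not follow the tree of Fig. 4 throughout. That tree, built from sequences, places pepper nearer to tomato, while the log ratios of pepper were closer to tobacco (0.68) than to tomato (0.78). No explanation was tested.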
